A study of Arabidopsis thaliana with 7 samples. Its data were reported in "Segregation of an MSH1 RNAi transgene produces heritable non-genetic memory in association with methylome reprogramming" (2020).

How the data were processed

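FAIRE-seq (formaldehyde-assisted isolation of regulatory elements with sequencing) recovers DNA that stays free of protein after crosslinking, so that its reads gather over open chromatin. The assay was run on whole rosettes of *Arabidopsis thaliana* Columbia-0 seedlings grown for 14 days at 24 °C with 12 h of light. Wild type was compared with the *msh1* memory line, which carries no transgene but descends from plants in which *MSH1*, a nuclear gene that acts in organelle genome stability, had been silenced, and which keeps an altered phenotype. Crosslinked libraries came from 2 wild type plants (replicates 2 and 3) and 3 memory plants (replicates 1, 2 and 3). A pool of 3 decrossed plants per genotype served the authors as a technical control and was not analysed here.

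The deposited values were 6 gene lists, 1 for each memory plant against each of the 2 wild type plants. Per the labels, the wild type libraries were the controls and the authors called peaks for each memory plant separately, without pooling replicates. Each list held a locus identifier, a symbol where there was one, and a description, for genes that the authors had associated with a peak inside a window of 2 kb upstream and downstream. A list entry is therefore presence or absence, with no count, peak position, height, fold enrichment or p-value used here. Aligner, peak caller, threshold and sequencing depth are not stated for these libraries, so depth is unknown and no sampling interval is given for any list. The labels tie each list to its memory plant, but the 2 wild type plants appear in the lists only under the codes C2 and C3, and it was left open which replicate is which. Lists are named below by memory plant and control code.

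Locus identifiers were matched to the RefSeq annotation of TAIR10.1. All listed genes were among its 27444 nuclear protein-coding genes, 0 identifiers had no match and 0 were organelle genes, and these 27444 genes were the background of every test. Coordinates are those of genes in TAIR10.1 and not of peaks. For each gene the length, the space to the neighbouring protein-coding genes, and, over the gene with 2 kb on both sides, the GC content, the share of 31-mers found more than once in the genome, and the 31-mers shared with the mitochondrial or plastid genome were computed from the reference.

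The comparisons had been fixed for peaks before the data were examined, and were carried out on genes instead because the lists hold genes. Peaks per list became genes per list, regions with a peak in all 6 lists became genes in all 6 lists, and peaks per Mb became listed genes per chromosome, with the number expected from protein-coding genes chosen after seeing the data in place of the planned chromosome length (given beside it). The planned agreement of peak heights, position of peaks relative to genes, and overlap with transposable elements were not analysed here. Overlap of a pair of lists was the mean of the shares of each list found in the other. Of the 15 pairs of lists, 6 share no library, 3 share the memory plant and 6 share the wild type plant. Overlap and the number of genes in all 6 lists were tested (one-sided) against 10000 permutations in which each list was rotated by its own random offset in the gene order of each chromosome, which keeps the clustering of listed genes.

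Lists against a common library share its chance values. Libraries without any group difference were therefore simulated 1000 times. Every gene received a random normal value in each of the 5 libraries, and each simulated list took the genes with the highest memory minus control difference, as many as in the deposited list. This was done over all genes, and over a common pool of 2319 genes, the size at which independent lists would overlap as much as the deposited lists without a common library. Chromosomes were compared by a chi-square over all 5 of them, against 100000 multinomial draws (two-sided, since excess and shortfall both add to it). An alternative chosen after seeing the data rotated the whole gene order. These p-values are for the 5 chromosomes together, and the chromosome 2 ratio was not tested alone. The study gene list was 39 genes of silencing, circadian, auxin and stress functions that the text of the study discusses, some from methylation or expression in this line and some from mutants, fixed before the data were examined. The text names *CRY* without a number, and both *CRY1* and *CRY2* were entered for it. Of these, 38 had a single match, and their number of listings was set against 10000 random gene sets matched in 20 bins of gene length (one-sided). Benjamini-Hochberg adjustment was applied within each family of tests.

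The genes named are those of the study gene list with a listing, and *MSH1*. The planned ranking of further genes by peak height was not carried out, and any other gene named below was chosen after its values were seen. With each list being a contrast of 1 library with 1 library and no wild type against wild type list analysed here, no test between the groups was made. Alternatives left out each memory plant or control in turn, placed genes at random, left the gene sets unmatched and, added after seeing the data, restricted the genes by repeated or organelle sequence, drew random lists and sets within 619 strata (5 bins each of length, neighbour space, GC content and repeated sequence), counted neighbouring genes once, rotated the listed genes for the study gene list, and left *CRY1* and *CRY2* out of it. The tests were first tested on simulated data over the 27444 genes. Of 40 sets of independent lists 0 had a p of 0.05 or less. Of 200 random gene sets 7 reached a p of 0.05 or less, as did 85 of 200 sets of 38 genes listed 2 times as often as all genes and 176 of 200 sets listed 3 times as often, so that the study gene list test had limited power for an excess of about the observed size. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.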

Results

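Open chromatin was profiled by FAIRE-seq in rosettes of 3 *msh1* memory plants and 2 wild type plants, and each memory plant was set against each wild type control, which gave 6 lists of genes with a peak in the gene or within 2 kb. The values behind the lists are presence or absence per gene, their read depth is unknown, and each list rests on 1 memory library and 1 wild type library.

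The first question was how many genes each contrast gave. The authors' deposited lists held between 973 and 1608 genes, with a median of 1254.5, or from 3.55% to 5.86% of the 27444 nuclear protein-coding genes. Against the control coded C2, the lists held 1608 genes for memory plant 1, 1296 for plant 2 and 1213 for plant 3. Against the control coded C3 they held 1305, 1053 and 973 genes in the same order. The list against C2 was longer in each of the 3 memory plants, by factors of 1.23, 1.23 and 1.25, and memory plant 1 had the longest list against either control. The difference between the controls was thus nearly constant over plants, but it rests on 2 control libraries and was not tested. Of the genes listed against C3, 75.9% were also listed against C2 for memory plant 1, 65.9% for plant 2 and 68.8% for plant 3.

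**Figure D1:**
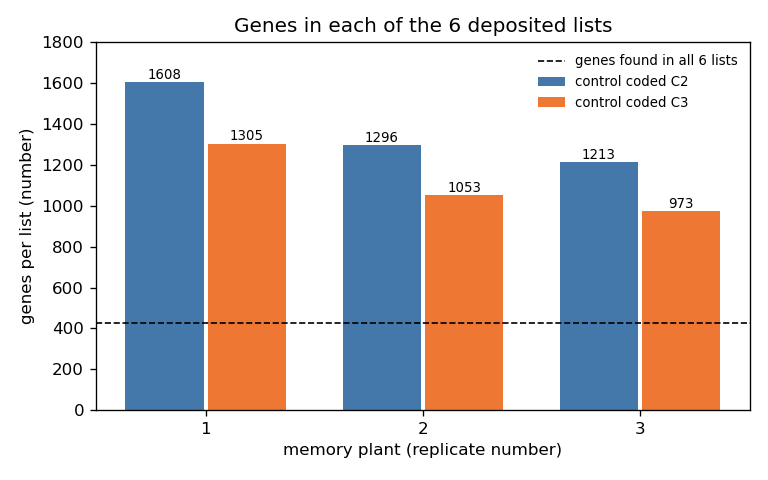
Number of genes (y axis) in each of the 6 deposited lists by memory plant (x axis), with bars coloured by the control coded C2 or C3 and a dashed line at the 426 genes found in all 6 lists. Each bar is a single contrast of 1 library with 1 library, so no error bars are drawn, and the C2 bar is the taller in each plant.

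The next question was whether the same genes recurred. In total 2600 genes (9.47% of the protein-coding genes) were in at least 1 of the authors' deposited lists. Of these, 426 (16.4%) were in all 6 lists, 150 in 5, 272 in 4, 363 in 3, 576 in 2 and 813 in a single list. All 3 memory plants had a listing against either control for 968 genes, and 1073 genes were listed for 1 memory plant only. Rotating the lists along the chromosomes gave a mean of 0.0005 genes in all 6 lists and at most 1 in 10000 permutations (one-sided permutation p = 0.0001, the smallest they can give). The alternative that moved the count most was to keep the lists against C2 alone, where 798 genes were in all 3 lists.

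Lists that shared no library were the stricter comparison, because they have no chance value in common. Over the 6 such pairs the mean share of genes found in both lists was 53.6%, from 51.4% to 55.5%, or 589 to 715 genes, which was 10.6 to 13.1 times the number expected from the list lengths. The rotated lists gave a mean share of 4.57% and at most 6.81% (one-sided permutation p = 0.0001, the smallest they can give). The share ranged from 53.2% to 54.0% when each memory plant was left out in turn. A common library raised the overlap. The 3 pairs with a common memory plant shared 63.5% on average, from 59.7% to 68.7%, and the 6 pairs with a common wild type plant shared 66.9%, from 62.4% to 73.9%. Among all 60 ways to arrange the 6 lists on a grid of 3 memory plants by 2 controls, the actual arrangement had the lowest overlap between lists without a common library (one-sided exact permutation p = 0.0167, the smallest possible).

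**Figure D2:**
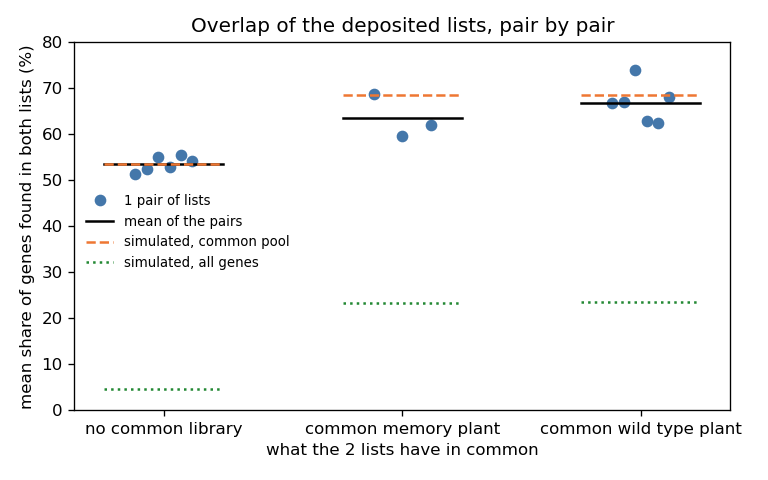
Mean share of genes found in both lists (y axis, %) for each of the 15 pairs of lists (points), grouped by what the pair has in common (x axis), with the mean of each group as a black line. Dashed and dotted lines are means of simulated libraries without a group difference, drawn from a common pool of 2319 genes or from all genes. Pairs without a common library lie between 51.4% and 55.5%, far above the 4.53% simulated from all genes and near the 53.5% simulated from the pool. The size of the pool was set from that overlap, so the match to the pool is by construction.

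Simulated libraries without any difference between memory and wild type plants put a scale on these shares. When every protein-coding gene could be called, simulated lists shared 4.53% without a common library, 23.4% with a common memory plant and 23.4% with a common wild type plant, and 4.04 genes on average (0 to 12) were in all 6 lists. When calls could fall only in a pool of 2319 genes, the simulated shares were 53.5%, 68.6% and 68.7%, so that the observed means of pairs with a common library (63.5% and 66.9%) were under the pool values, while single pairs reached 68.7% with a common memory plant and 73.9% with a common wild type plant. The pool gave 267 genes in all 6 lists on average, from 233 to 304, fewer than the 426 observed. It also gave 196 genes in a single list against 813 observed, 436 in 2 lists against 576, and 505 in 4 lists against 272. The deposited lists therefore held more genes at both ends, in a single list and in all 6, than this pool of equally callable genes. The size of the pool was set from the overlap without a common library, so its 53.5% is no separate result. The pool is also smaller than the 2600 genes in at least 1 list, so it could not have given the deposited lists.

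**Figure D3:**
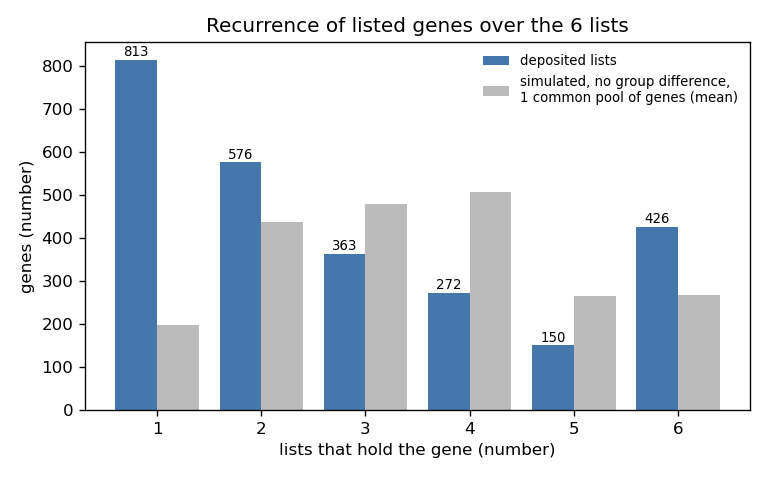
Number of genes (y axis) by the number of deposited lists that hold them (x axis), for the 6 deposited lists and for the mean of 1000 simulations without a group difference from a common pool of 2319 genes. The deposited lists exceed the simulation at 1 list (813 against 196 genes), at 2 lists (576 against 436) and at 6 lists (426 against 267).

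Listed genes were then compared between chromosomes. Relative to the number of protein-coding genes, genes in at least 1 list were observed 1.14 times the expected number on chromosome 2 and 1.12 times on chromosome 4, against 0.93 on chromosome 1, 0.95 on chromosome 3 and 0.95 on chromosome 5 (two-sided multinomial permutation p = 0.00049, adjusted p = 0.00098 over 2 tests). For genes in all 6 lists the ratio on chromosome 2 was 1.30. The 5 chromosomes together gave a multinomial permutation p = 0.0287 (adjusted p = 0.0287). Chromosome length, the expectation fixed before the data were examined, gave a multinomial permutation p = 0.0422 (adjusted p = 0.0844 over 2 tests) for genes in at least 1 list and p = 0.114 (adjusted p = 0.114) for genes in all 6, with chromosome 2 ratios of 1.08 and 1.24. Rotating the whole gene order keeps the clustering of listed genes and gave permutation p = 0.694 for genes in at least 1 list. For genes in all 6 it gave permutation p = 0.263. A chromosome-wide excess moves as a block in such rotations, so these p-values cannot decide whether the chromosomes differ. The multinomial draws in turn ignore the clustering, so the question is left open.

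The 426 genes in all 6 lists lay in longer intergenic space than unlisted genes. The space to both neighbouring protein-coding genes summed to a median of 3624 bp for genes in all 6 lists and 1792 bp for unlisted genes. Their median length was 2250 bp against 2062 bp, their median GC content 36.3% against 36.5%, and the median share of repeated 31-mers in the gene and its flanks 2.84% against 0.375%.

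**Figure D4:**
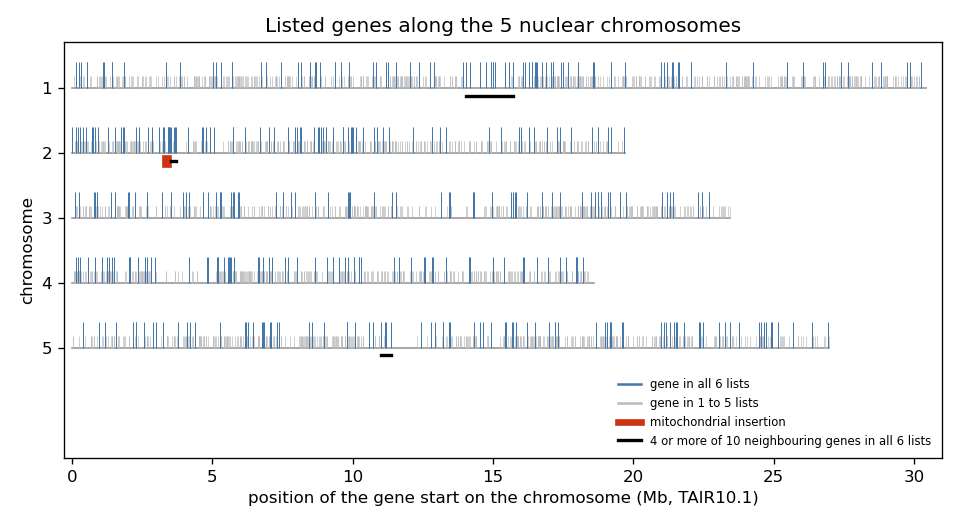
Start position of each listed gene (x axis, Mb) on the 5 nuclear chromosomes (y axis), with tall blue lines for the 426 genes in all 6 lists and short grey lines for genes in 1 to 5 lists. Black bars mark stretches where at least 4 of 10 neighbouring genes were in all 6 lists, found on chromosomes 1, 2 and 5, and the red bar marks the mitochondrial insertion of chromosome 2.

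Genes that the study discussed for silencing, circadian, auxin and stress functions formed the last comparison. Of 38 matched genes, 8 (21.1%) were in at least 1 of the authors' deposited lists, against a mean of 3.85 in random sets of the same gene lengths (one-sided permutation p = 0.0316, adjusted p = 0.0632 over 2 tests). In all 6 lists were 2 of them, against a mean of 0.66 (permutation p = 0.143, adjusted p = 0.143). The count of 8 gave similar p-values when the random sets were not matched (permutation p = 0.0242) or when the listed genes were rotated in gene order (permutation p = 0.0221). It did not hold up to adjustment, nor to matching on neighbour space, GC content and repeated sequence as well as length (permutation p = 0.0816), nor to leaving out memory plant 1 (6 genes, p = 0.0778) or memory plant 3 (6 genes, p = 0.139). Without *CRY1* and *CRY2*, which stand in the list for a gene that the study names as *CRY*, 7 of 36 genes were listed (permutation p = 0.0613).

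The genes in all 6 of the authors' deposited lists were the auxin response factor gene *ARF8* (AT5G37020, chromosome 5, 14629453 to 14634454, plus strand) and the kinase gene *MEKK1* (AT4G08500, chromosome 4, 5403671 to 5407320, minus strand). *ARF8* had 6359 bp to its left neighbour and 159 bp to its right neighbour, and repeated 31-mers made up 1.83% of the gene and its flanks. *MEKK1* had 8888 bp and 2932 bp to its neighbours, and its repeated share of 13.5% placed it among the 10% of genes with the most repeated sequence.

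*ARF6* (AT1G30330, chromosome 1, 10685822 to 10690988, minus strand) was in the 3 lists against C2 and in 0 of the lists against C3. The other 5 listed genes had listings for a single memory plant. The chromatin remodeller gene *CLSY1* (AT3G42670, chromosome 3, 14755798 to 14760629, minus strand) was listed for memory plant 1 against both controls. The histone methyltransferase gene *SUVH4* (AT5G13960, chromosome 5, 4501362 to 4506250, plus strand) was listed for plant 2 against both controls. The photoreceptor gene *CRY1* (AT4G08920, chromosome 4, 5723651 to 5727268, plus strand) was listed for plant 3 against both controls. *GH3.1* (AT2G14960, chromosome 2, 6451319 to 6453797, minus strand) was listed for plant 1 against C2, and *RDR2* (AT4G11130, chromosome 4, 6780449 to 6784632, plus strand) for plant 3 against C3. *MSH1* itself (AT3G24320, chromosome 3, 8822924 to 8829728, minus strand) was in 0 of the 6 lists. Absence from a list does not exclude a peak near the gene, because depth and threshold are unknown and a nearby peak could have been given to a neighbouring gene alone.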

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

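The row order of the lists was not part of any comparison and was looked at more closely because it carries a signal of its own. Its tests were chosen after the order had been seen. On each of the 5 chromosomes in each of the 6 lists, the rows form 3 runs sorted by position. In the authors' deposited lists the first run holds plus strand genes alone, the second run minus strand genes alone, and the third run both strands, with 48.5% to 51.2% on the plus strand. The third run takes from 30.3% of the genes of a list (memory plant 1 against C2) to 44.5% (memory plant 2 against C3).

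A fixed property of the gene in the annotation is argued against, because 75 of the 426 genes in all 6 lists (17.6%) change between the third run and the others from list to list. What stays open is that the third run holds genes whose body has the peak, and the first and second runs genes with a peak only in the flanks. The 1013 genes found only in the third run had a median length of 2460 bp, against 2037 bp for the 1275 genes never in it, and their median space to both neighbours differed by -1945 bp (1714 bp against 3659 bp; two-sided permutation p = 0.0001 for both, the smallest the permutations can give). Longer genes with short flanks are consistent with this reading, but the lists do not name the runs. If the reading holds, flank listings recurred more than body listings, since 16.8% to 27.9% of the genes in the third run were in all 6 lists against 30.7% to 55.7% of the other genes, lower in 6 of 6 lists. No biological explanation was tested, because each list mixes both genotypes in a single contrast.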

How the results depend on the processing

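Over 52 alternatives of 7 results, 42 kept their direction and their side of the threshold or stayed within a factor of 1.5, 9 were weaker, 1 moved, and 0 were reversed. Only the results by chromosome could be labelled reversed. Alternatives that kept 1 control had no p-value and were judged by the factor of 1.5 alone, so no test stands behind their label. Genes per list and genes in all lists were also judged by that factor. The threshold here is an unadjusted p of 0.05. After adjustment, listed genes by chromosome against chromosome length (adjusted permutation p = 0.0844) and the study gene list (adjusted p = 0.0632) were not past it. The overlap of lists without a common library kept a p of 0.001 or lower, each time the smallest its draws can give, under every alternative that could be computed. It ranged from 53.2% to 54.0% across the 3 fits that each left out a memory plant, and was 53.4% without genes near organelle-like sequence and 53.0% over genes with no repeated 31-mer nearby, the last 2 chosen after seeing the data. Genes in all lists numbered 486 to 531 when a memory plant was left out, 578 with C3 alone and 798 with C2 alone, which follows from fewer lists having to hold the gene. They numbered 415 without organelle-like sequence and 401 when neighbours were counted once, both chosen after seeing the data.

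The weaker results were those by chromosome and for the study gene list. The chromosome 2 ratio of 1.14 for listed genes was not past the threshold under rotation of the whole gene order (permutation p = 0.694). For genes in all 6 lists (chromosome 2 ratio 1.30), that rotation, added after seeing the data, gave a permutation p = 0.263. Expectation from chromosome length, the one fixed before the data were examined, gave a chromosome 2 ratio of 1.24 (multinomial permutation p = 0.114). Rotation keeps the clustering of the genes, which the multinomial draws ignore. It also moves a chromosome-wide excess as a block, so its p-values cannot decide whether the chromosomes differ. The cause of the change with chromosome length was not tested. Leaving out a memory plant or a control gave ratios from 1.22 to 1.32 for genes in all lists, with permutation p from 0.0124 to 0.12 where a memory plant was left out, and not past the threshold without plant 1 (p = 0.0589) or plant 3 (p = 0.12). The study gene list had 6 to 7 listed genes across the 3 fits that each left out a memory plant (permutation p from 0.0497 to 0.139, not past the threshold without plant 1 or plant 3), and its 8 listed genes gave p = 0.0816 against sets matched in strata, p = 0.0242 against unmatched sets and p = 0.0221 under rotation in gene order. Without *CRY1* and *CRY2* there were 7 listed genes (permutation p = 0.0613). Strata, rotation and the shorter list were added after seeing the data. Fewer listings per gene follow from fewer lists. The shorter list holds fewer genes, and the cause of the change under strata was not tested.

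Stricter peak thresholds, equal numbers of top peaks, a 50% overlap minimum, ranking by q and gene bodies alone were not run, because the lists carry genes without peak values. The nuclear chromosomes alone are the same data, since 0 organelle genes were listed, and overlap without a common library has no value with 1 control left. No paired analysis was possible because each list is a contrast of 1 library with 1 library and no value per library was analysed here. The unknown depth limits what an absence from a list means.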

Other observations

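Apart from the rotation of the lists, the tests below were added after the lists had been seen. For the strata, plastid sequence, listed neighbours, product families and GC content, what each explanation predicts was written down before the value that tests it was computed.

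Lists without a common library shared 53.6% of their genes, and the tables argue against several single causes of that recurrence. A shared wild type library is absent from these pairs, and rotated lists reached at most 6.81%. Window size, GC content and repeated sequence of the genes, held in 619 strata, gave random lists that shared at most 8.26%. Repeated sequence was not needed, since genes with no repeated 31-mer nearby shared 53.0%. A pool of equally callable genes with no group difference gave at most 304 genes in all 6 lists, against 426. A pool in which genes differ in how readily they are called, whatever the genotype, was not tested and stays open beside a difference between memory and wild type plants, because no contrast between wild type plants was analysed here.

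The lists against C2 were longer than those against C3 in 3 of 3 memory plants. The extra length lay almost wholly in the first and second runs of the row order. The first run held 579, 435 and 398 genes against C2 for plants 1, 2 and 3, and 427, 300 and 293 against C3. The third run held 487, 455 and 423 genes against C2 and 522, 469 and 416 against C3. The cause of this split by run was not tested. A difference in depth or signal between the 2 control libraries could set how many regions pass the threshold, and a median of 68.8% of a C3 list was found in the C2 list of the same plant. That share and a difference between the 2 wild type plants themselves cannot be told apart, since neither depth nor peak height is known.

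Genes in all 6 lists gathered in windows of neighbouring genes. The fullest window of 10 neighbours held 8 of them, on chromosome 1, against at most 6 in 10000 random placements (one-sided permutation p = 0.0001, the smallest they can give), so chance placement is argued against. The stretch around it, chromosome 1 from 14046735 to 15717169, held 12 genes in all 6 lists, among them *HCS2* (AT1G37150) and a gene annotated as a plant transposase (AT1G40087), whose repeated share was 56.9%, both named after their values were seen. Windows with 4 such genes lay on chromosome 2 from 3522984 to 3703492 and on chromosome 5 from 11021980 to 11366641. At least 1 window of 4 also occurred in 1161 of the 10000 random placements.

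These stretches are poor in genes and rich in repeats. Of the 1387 genes (the lowest 5%) with at most 143 other genes within 500 kb, 24.7% were listed and 6.56% were in all 6 lists (91 genes, against 20.8 in sets of the same length; two-sided permutation p = 0.0002, the smallest these can give, adjusted p = 0.0002 over 8 tests). Low gene density alone is weakly argued against for genes in all 6 lists. Among the 159 gene-poor genes with little repeated sequence, 3 (1.89%) were in all 6 lists. Of the other 1228, 88 (7.17%) were (two-sided Fisher's exact p = 0.0095). That test treats genes as independent although these genes cluster, so its p may be too small. Low gene density is not argued against for being listed at all, with 20.1% of these 159 genes in at least 1 list. Repeated sequence stays open as a candidate explanation, since among the most repeated 10% of genes outside the gene-poor stretches 3.01% were in all 6 lists (69 genes, against 34.5 in sets of the same length; two-sided permutation p = 0.0002). Reads placed on several copies may produce such listings, and so may chromatin that opens at repeats in memory plants, and mapping quality, which would bear on this, was not analysed here. That applies to *MEKK1* in the report more than to *ARF8*. Of the listed study genes, *CLSY1* (60 other genes within 500 kb), *MEKK1* (114) and *GH3.1* (137) lie in gene-poor stretches. The other listed study genes, with 163 or more, do not. The random sets for the study gene list were not matched on gene density, so its excess may in part reflect such placement.

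A long insertion of mitochondrial DNA lies on chromosome 2, marked here from 3239693 to 3503476 by the genes that carry at least 100 mitochondrial 31-mers. Of its 94 protein-coding genes 9 (9.57%) were listed, close to the 7.87 genes in sets of the same length (two-sided permutation p = 0.773, adjusted p = 0.844 over 12 tests), but 7 of the 9 were in all 6 lists, against 1.32 (permutation p = 0.0008, adjusted p = 0.0019). For genes in all 6 lists, however, the insertion (7.45%) did not stand out from the other genes of its gene-poor setting (6.50%). It did stand out in genes listed at all, with 9.57% against 25.8% of those other genes. Of its 9 listed genes 7 were in all 6 lists, against 84 of the 334 other listed genes in that setting. Given the similar share in all 6 lists, reads from mitochondrial DNA placed on nuclear copies are not needed for that excess over length-matched sets. Such reads are not excluded, and the cause of the lower share listed and the higher recurrence was not tested. Of the 240 genes with mitochondrial sequence elsewhere, 2 (0.83%) were in all 6 lists, against 3.68 in matched sets (permutation p = 0.574, adjusted p = 0.689), but 13 of these carried at least 100 mitochondrial 31-mers, too few to decide. Reads shared between repeats in general stay open too, as 4.60% of the most repeated 10% of genes outside the insertion were in all 6 lists, 125 against 40.3 in matched sets (permutation p = 0.0002, adjusted p = 0.0006). Of 152 genes with plastid sequence nearby, 19 lie inside the mitochondrial insertion and were left out. The other 133 were listed in 12.8% of cases, 17 against 12.6 in matched sets (permutation p = 0.25, adjusted p = 0.5). With 3 of these 133 genes carrying at least 100 plastid 31-mers, that is too few to decide on reads from plastid DNA.

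Chromosomes 2 and 4 held more listed genes than their gene number gives. Gene-poor stretches may contribute, since without them the ratios were 1.09 and 1.10 (two-sided multinomial permutation p = 0.0773). That explanation and chance cannot be told apart, since the ratios stayed above 1 but were no longer past the threshold.

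Listed genes seldom had a listed neighbour. In the 6 lists 77.6% to 85.0% of the genes had none. Random peaks given to every gene within 2 kb left at most 23.3% without a listed neighbour, while random peaks given to the nearest gene alone left 87.5% to 94.1%, above the deposited lists. Giving every gene within 2 kb its listing is argued against. It stays open whether each peak was given to 1 gene only or some peaks were given to more, since clustered peaks were not simulated. In either case a gene next to a listed gene could share its peak without being listed.

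Sequence composition differed slightly. The median GC content of listed genes with their flanks was 36.34%, against 36.57% in length-matched sets, whose lowest of 1000 was 36.36%. The sets were not matched on space to neighbouring genes, which was longer for listed genes (median 2680.5 bp against 1791.5 bp for unlisted genes). Whether GC content itself plays a small part in which genes are listed thus stays open. Across 15 families by product name, fixed before the test, 0 differed in the number of genes in all 6 lists after adjustment and 0 before it (two-sided permutation tests, lowest adjusted p = 0.891), which leaves modest differences open in families with few genes.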
